# Hydrogen Oxidation Influences Glycogen Accumulation in a Verrucomicrobial Methanotroph

**DOI:** 10.3389/fmicb.2019.01873

**Published:** 2019-08-16

**Authors:** Carlo R. Carere, Ben McDonald, Hanna A. Peach, Chris Greening, Daniel J. Gapes, Christophe Collet, Matthew B. Stott

**Keywords:** methanotroph, hydrogenase, glycogen, extremophile, methylacidiphilum

## Abstract

Metabolic flexibility in aerobic methane oxidizing bacteria (methanotrophs) enhances cell growth and survival in instances where resources are variable or limiting. Examples include the production of intracellular compounds (such as glycogen or polyhydroxyalkanoates) in response to unbalanced growth conditions and the use of some energy substrates, besides methane, when available. Indeed, recent studies show that verrucomicrobial methanotrophs can grow mixotrophically through oxidation of hydrogen and methane gases *via* respiratory membrane-bound group 1d [NiFe] hydrogenases and methane monooxygenases, respectively. Hydrogen metabolism is particularly important for adaptation to methane and oxygen limitation, suggesting this metabolic flexibility may confer growth and survival advantages. In this work, we provide evidence that, in adopting a mixotrophic growth strategy, the thermoacidophilic methanotroph, *Methylacidiphilum* sp. RTK17.1 changes its growth rate, biomass yields and the production of intracellular glycogen reservoirs. Under nitrogen-fixing conditions, removal of hydrogen from the feed-gas resulted in a 14% reduction in observed growth rates and a 144% increase in cellular glycogen content. Concomitant with increases in glycogen content, the total protein content of biomass decreased following the removal of hydrogen. Transcriptome analysis of *Methylacidiphilum* sp. RTK17.1 revealed a 3.5-fold upregulation of the Group 1d [NiFe] hydrogenase in response to oxygen limitation and a 4-fold upregulation of nitrogenase encoding genes (*nifHDKENX*) in response to nitrogen limitation. Genes associated with glycogen synthesis and degradation were expressed constitutively and did not display evidence of transcriptional regulation. Collectively these data further challenge the belief that hydrogen metabolism in methanotrophic bacteria is primarily associated with energy conservation during nitrogen fixation and suggests its utilization provides a competitive growth advantage within hypoxic habitats.

## Introduction

Aerobic methane oxidizing bacteria (methanotrophs) serve as the primary biological sink for the potent greenhouse gas methane (CH_4_) (Kirschke et al., 2013). Methanotrophs grow by oxidizing CH_4_ to methanol with a particulate or soluble methane monooxygenase enzyme (pMMO/sMMO) and subsequently yield reducing equivalents (e.g., NADH) for cellular respiration and biosynthesis through the oxidation of methanol to carbon dioxide (CO_2_). The gammaproteobacterial (Type I) and alphaproteobacterial (Type II) methanotrophs generate biomass by assimilating the intermediates formaldehyde or formate via the ribulose monophosphate (RuMp) or serine pathways (Hanson and Hanson, 1996) respectively, whereas the verrucomicrobial methanotrophs oxidize methanol directly to formate (Keltjens et al., 2014) and generate biomass by fixing inorganic carbon (CO_2_) via the Calvin–Benson–Bassham cycle (Khadem et al., 2012b). Despite the apparent restriction of most methanotrophs to grow on one carbon compounds (C1), they thrive at the interface of various oxic/anoxic habitats (e.g., peat bogs, forest soils, wetlands, rice paddies and geothermal environments) (Dunfield et al., 2007; Singh et al., 2010; Knief, 2015), where the availability of oxidant (O_2_), energy and carbon resources for growth is likely to fluctuate. Given the methane monooxygenase reaction (CH_4_ + O_2_ + [NAD(P)H + H^+^]/QH_2_ CH_3_OH + NAD(P)^+^/Q + H_2_O) and the aerobic respiratory chain require a continual source of reductant and oxidant, methanotrophic bacteria must regulate their carbon, energy and resource allocation to fulfill metabolic demands for cellular growth and persistence (Hanson and Hanson, 1996).

Many bacterial species, including methanotrophs, accumulate biopolymers (e.g., glycogen, polyhydroxyalkanoates), phospholipids, and intracellular osmolytes (e.g., ectoine, sucrose) (Strong et al., 2016) in response to unbalanced growth conditions. This allows resources to be strategically conserved for assistance in times of starvation. The biosynthesis of glycogen, a highly branched polysaccharide consisting of α-1,4 bonded glucose residues with additional α-1,6 branched sidechains, is a common metabolic strategy for carbon storage that is shared among evolutionarily distant species (Wilson et al., 2010). Glycogen production has been widely described within Type I methanotroph species (Linton and Cripps, 1978; Eshinimaev et al., 2002) and the production of this compound has recently been reported in the verrucomicrobial methanotroph, *Methylacidiphilum fumarolicum* SolV (Khadem et al., 2012a). The physiological role of glycogen production in methanotrophs is not precisely understood, although it is believed to serve a role in environmental survival during periods of starvation and has been implicated to symbiotic performance, colonization and virulence (Bonafonte et al., 2000; McMeechan et al., 2005; Bourassa and Camilli, 2009; Wilson et al., 2010). Although the accumulation of intracellular glycogen may occur optimally during exponential growth (Gibbons and Kapsimalis, 1963; Eidels and Preiss, 1970), its synthesis is typically associated with entry into stationary phase when growth is limited due to the limitation of some critical nutrient (i.e., nitrogen, phosphate) or in the presence of excess carbon (Wilson et al., 2010). In bacteria, the biosynthesis of glycogen occurs by utilizing ADP-glucose as the glycosyl donor for polymer extension (Preiss, 1984). The precise mechanisms governing glycogen biosynthesis in bacteria, however, remain obscure. It is likely energy availability and redox status play a primary role in regulating glycogen biosynthesis, as ATP acts as substrate for the ADP-glucose producing reaction catalyzed by glucose-1-phosphate adenylyltransferase (Preiss, 1984).

To remain competitive within dynamic environments (Knief et al., 2003; Tavormina et al., 2010), some methanotrophs supplement CH_4_ usage with other energy-yielding strategies (Dedysh and Dunfield, 2010). Several recent studies have revealed a few strains, notably *Methylocella silvestris*, utilize a suite of carbon and energy substrates, including simple organic acids, alcohols and short-chain alkane gases (Dedysh et al., 2005; Crombie and Murrell, 2014). Aerobic H_2_ metabolism has also been shown in a range of methanotrophs (Chen and Yoch, 1987; Shah et al., 1995; Hanczar et al., 2002) and a wide range of hydrogenases have been shown to be distributed in methanotroph genomes (Greening et al., 2016). While H_2_ oxidation was originally implicated in energy conservation in response to N_2_ fixation (Takeda, 1988), more recent findings indicate that H_2_ serves a multifaceted role in the growth and survival of these bacteria. Of the verrucomicrobial methanotrophs, the activity of respiratory-linked group 1d hydrogenases can provide sufficient energy to sustain chemolithoautotrophic growth on H_2_ alone (Mohammadi et al., 2016; Carere et al., 2017). Further, mixotrophic growth (H_2_ and CH_4_) in the thermoacidophile *Methylacidiphilum* sp. RTK17.1 has been observed under O_2_-limiting conditions and is proposed to provide a competitive advantage over obligate methanotrophy at oxic/anoxic soil boundaries within geothermal environments (Carere et al., 2017). This suggests that the additional energetic input of H_2_ may counter the effect of otherwise unbalanced growth conditions.

The influence of H_2_ metabolism on the production of intracellular energy reservoirs, commonly associated with unbalanced growth, within methanotrophic bacteria has yet to be elucidated. In this work, we investigate the effect of H_2_ metabolism on glycogen production within the methanotroph, *Methylacidiphilum* sp. RTK17.1. Chemostat cultivation was performed during O_2_-replete and O_2_-limited cultivation, in the presence of NH_4_^+^ or N_2_, with or without H_2_ in the headspace, to determine the influence of H_2_ metabolism on observed growth rates, biomass production characteristics and transcriptional regulation. We show that cellular growth rates, molar growth yields, and the allocation of resources between protein and glycogen production vary depending on the supply of H_2_, O_2_, and nitrogen (as NH_4_^+^ or N_2_). Transcriptome data provided a basis of findings, showing significant differential regulation of operons encoding the group 1d [NiFe]-hydrogenase, methane monooxygenases, and nitrogenase between the conditions. In turn, these findings enhance understanding of the physiological strategies that methanotrophs use to grow and survive in different environments.

## Materials and Methods

### Chemostat Cultivation of *Methylacidiphilum* sp. RTK17.1

Chemostat cultivation was performed to investigate the influence of H_2_ metabolism on the growth and production of intracellular glycogen reservoirs in *Methylacidiphilum* sp. RTK17.1 with respect to unbalanced growth conditions (O_2_ and nitrogen limitation). As previously described, a 1 l bioreactor (BioFlo 110; New Brunswick Scientific, Edison, NJ, United States) equipped with an InPro 6810 Polarographic Oxygen Sensor (Mettler-Toledo, Columbus, OH, United States) was used for all cultivations (Carere et al., 2017). Cultures were continuously incubated at pH 2.5, 50°C with stirring (800 rpm). The reactor was constantly maintained at a volume of 0.5 l with V4 mineral medium (Carere et al., 2017), prepared with or without NH_4_Cl (0.4 g l^–1^) addition (as necessary), and supplied at a constant flow rate of 10 ml h^–1^ (*D* = 0.02 h^–1^). Custom gas mixtures were supplied to the chemostat at a rate of 10 ml min^–1^ and contained approximately (v/v) 3% CH_4_ and 26% CO_2_ for all experiments; O_2_ at (v/v) 14.1% and 3.5%, respectively for O_2_-replete and -limiting conditions, and H_2_ at 0.4% (v/v). The balance of all gas mixtures was made up with N_2_.

Cell densities were monitored at 600 nm using a Ultrospec 10 cell density meter (Amersham Bioscience, United Kingdom) with one unit of OD_600_ equivalent to 0.43 g l^–1^ cell dry weight for *Methylacidiphilum* sp. RTK17.1. Influent and effluent gas concentrations were monitored using a 490 micro GC equipped with a thermal conductivity detector (Agilent Technologies, United States). After achieving a steady-state condition as determined by OD_600_, gas concentrations were monitored over several days and used as a basis to calculate growth and specific gas consumption rates. Biomass samples of *Methylacidiphilum* sp. RTK17.1 were harvested during steady-state operation for subsequent transcriptome sequencing, biomass cell dry weight determinations, intracellular glycogen, total protein and amino acid levels measurements.

### Transcriptome Sequencing

Cell culture samples for transcriptome sequencing were harvested (10 ml) from steady-state chemostat experiments, pelleted by centrifugation at 5,000 x g (15 min, 4°C), suspended in 1 ml RNAlater Stabilization solution (Thermo Fisher Scientific) and then stored at −80°C until required for further analysis, as per the manufacturer’s recommended protocols. The extraction and sequencing of RNA was performed by Macrogen Inc. (Seoul, Korea). Briefly, isolation of mRNA was performed using the RNeasy Mini kit (Qiagen) according to the manufacturer’s protocol. Following total RNA extraction, ribosomal RNAs were removed using the Ribo-Zero rRNA removal kit (bacteria) and the quality of the remaining RNA was assessed using an Agilent 2100 Bioanalyzer (Agilent). Library construction was performed using the TruSeq Stranded Total RNA Sample Prep (microbe) Kit (Illumina) and sequencing was performed using an Illumina HiSeq2500 platform. From this, an average of 7,988,451 raw untrimmed reads were obtained for each of the five conditions sampled. These reads were then analyzed using the Artificial Intelligence RNA-Seq pipeline (Sequentia Biotech, Barcelona, Spain), as described elsewhere (Vara et al., 2019), which were reduced to an average of 7,287,318 following quality filtering and trimming. Retained paired-end reads (100 bp) were then mapped to the genome of *Methylacidiphilum infernorum* strain V4 (GCA_000019665.1) (Hou et al., 2008) using the ‘different genotype’ setting. An average of 80.01% reads were mapped to genes within the reference genome for the five experimental conditions (condition 1: O_2_ limiting, N_2_, no H_2_ addition; condition 2: O_2_ limiting, N_2_, H_2_ addition; condition 3: O_2_ limiting, NH_4_^+^, H_2_ addition; condition 4: O_2_ replete, NH_4_^+^, H_2_ addition; condition 5: O_2_ replete, NH_4_^+^, no H_2_ addition). Following this, differential gene expression profiles and accompanying statistical analysis was performed to investigate regulation using the edgeR (Robinson et al., 2010) tool available within the Artificial Intelligence RNA-Seq pipeline. Synonymous conditions were grouped as replicates for differential gene expression analysis during oxygen limiting (conditions 1, 2, and 3) and oxygen excess (conditions 4 and 5) growth. Likewise, conditions were grouped as replicates for differential gene expression analysis under nitrogen fixing (N_2_; conditions 1 and 2) and nitrogen excess (NH_4_^+^; conditions 3, 4, and 5) growth conditions, respectively. Where provided, expression values are given as FPKM (Fragments per Kilobase Million; Supplementary Table S1) (Mortazavi et al., 2008). Raw and processed transcriptome sequence files (accession numbers GSM3872525-GSM3872529) were subsequently deposited into the Gene Expression Omnibus (GEO^1^) for archival storage.

### Characterization of Biomass

Effluent biomass, produced during experimental steady-state chemostat operation, was collected and stored at 4°C over a period of 7 days for all biomass characterization studies. Following collection of approximately 2 l culture, cells were pelleted (5,000 × *g*, 20 min, 4°C) and stored at −20°C until required. Characterization of *Methylacidiphilum* sp. RTK17.1 biomass (crude protein, ash content, amino acid composition) was performed at the Massey University Nutrition Laboratory (accredited to ISO 17025; New Zealand) according to the official methods of analysis of the Association of Official Analytical Communities (AOAC, 2005) international. Briefly, total crude protein and ash content (% w/w) were determined via the Dumas method (AOAC method 968.06) (Ebeling, 1968) and furnace methods, respectively (AOAC method 942.05) (Thiex et al., 2012). Amino acid profile determination of acid-stable residues was performed via reverse-phase high performance liquid chromatography (HPLC) separation using AccQ derivatization of biomass (60–140 mg) samples following oxidization with performic acid and hydrolysis with hydrochloric acid as described in AOAC method 994.12 (AOAC, 2005).

The concentration of glycogen within crude cell extracts of *Methylacidiphilum* sp. RTK17.1 was determined using a Dionex ICS 3000 HPLC equipped with a Biorad Aminex HPX-87H column and a Shodex RI-101 refractive index detector. Triplicate cell pellets, dried to constant weight (5–15 mg), were suspended in 1M NaOH (0.9 ml) and disrupted by boiling lysis for 1 h within sealed screw top Micro Tubes (Thermo Fisher Scientific). The efficacy (>99%) of cell lysis was confirmed microscopically. Crude extracts were then incubated with amyloglucosidase (35 U/ml crude) from *Aspergillus niger* (Sigma-Aldrich), following acidification with acetate buffer (0.1 ml) to pH 4.8, for 8 h at 45°C to convert intracellular glycogen reservoirs into glucose. Following this, the resulting glucose was quantified by HPLC and normalized against a standard curve of known glycogen content (Sigma) that had been contemporaneously treated with amyloglucosidase. To account for non-glycogen derived glucose in cell samples, extracts that did not undergo amyloglucosidase treatment were similarly analyzed by HPLC in parallel. Total intracellular glycogen content was then expressed as a function of cell dry weight (% w/w). Observed differences in growth and biomass characteristics were analyzed for statistical significance using the Tukey’s honest significance test tool available in Prism v7.0a (Graphpad Software, Inc.).

## Results

### Hydrogen Availability Differentially Affects Growth and Biomass Allocation Depending on Oxygen and Nitrogen Availability

The growth characteristics and biomass production of *Methylacidiphilum* sp. RTK17.1 was compared in chemostats in four different conditions that differed in O_2_, nitrogen (NH_4_^+^/N_2_), and H_2_ supply. Results from these experiments are provided in Table 1.

**TABLE 1:** Growth and productivity characteristics of *Methylacidiphilum* sp. RTK17.1 during chemostat cultivation.

**Growth condition^a,b,c^**	**O_2_-limited, N_2_ no H_2_ addition**	**O_2_-limited, N_2_ H_2_ addition**	**O_2_-limited, NH_4_^+^ H_2_ addition**	**O_2_-replete, NH_4_^+^ H_2_ addition**
**Biomass productivity:**				
mg l^–1^ h^–1^	4.33 (± 0.10)	5.09 (± 0.19)	5.57 (± 0.50)	8.32 (± 0.10)
CH_4_ consumption rate:				
mmol l^–1^h^–1^	0.76 (± 0.05)	0.69 (± 0.06)	0.89 (± 0.05)	1.28 (± 0.10)
mmol gCDW^–1^ h^–1^	3.31 (± 0.21)	2.73 (± 0.27)	3.18 (± 0.13)	3.22 (± 0.05)
Y_CDW/CH__4_ (g mol^–1^)	5.73 (± 0.35)	7.39 (± 0.74)	6.29 (± 0.25)	6.52 (± 0.11)
H_2_ consumption rate:				
mmol l^–1^ h^–1^	_–_	0.19 (± 0.01)	0.20 (± 0.01)	0.01 (± 0.01)
mmol gCDW^–1^ h^–1^	–	0.71 (± 0.10)	0.71 (± 0.08)	0.02 (± 0.01)
**Glycogen content:**				
% CDW	48.86 (± 4.32)	20.00 (± 2.93)	20.23 (± 0.77)	11.26 (± 0.14)
mg glycogen l^–1^h^–1^	2.12 (± 0.19)	1.04 (± 0.15)	1.13 (± 0.04)	0.94 (± 0.01)

*^*a*^Feedgas was continuously supplied at a rate of 10 ml min*^–^*^1^ with the following compositions (where applicable;% v/v): O_2_-replete, 14.1%; O_2_-limiting, 3.5%, H_2_ 0.4%. For all experiments excess CH_4_ was supplied at 3.2%, CO_2_ at 26% with the balance made up with N_2_. O_2_ saturations in the medium were 57.5 and 0.17% for the O_2_-replete and O_2_-limiting conditions, respectively. ^*b*^A dilution rate of 0.02 h^–1^ (10 ml h^–1^) was maintained for all experiments, with NH_4_^+^ supplied at an influent concentration of 0.4 g l^–1^ where applicable. ^*c*^Replicate numbers for each growth condition correspond to *n* = 6, *n* = 6, *n* = 4 and *n* = 7 moving from the leftmost column to rightmost column, respectively. The standard deviation from the average of these measurements is shown in brackets.*

Under nitrogen-replete conditions (i.e., NH_4_^+^ present in the medium), *Methylacidiphilum* sp. RTK17.1 displayed many of the same growth characteristics in response to O_2_ availability as found previously (Carere et al., 2017) and results were consistent with similar studies on *M. fumarolicum* SolV (Khadem et al., 2012a). The observed rate of steady-state biomass production (mg l^–1^h^–1^) of *Methylacidiphilum* sp. RTK17.1) decreased by 33.1% following the transition from O_2_-replete to O_2_-limiting cultivation (*p-value*: <0.0001). This decrease in growth rate was accompanied by a 30.4% reduction in the volumetric rate (mmol l^–1^ h^–1^) of CH_4_ consumption and a 19-fold increase in the observed rate of H_2_ oxidation (*p-value*: <0.0001). With respect to specific gas consumption rates normalized against biomass production (mmol gCDW^–1^ h^–1^), observed rates of CH_4_ consumption did not change significantly (*p-value*: 0.988), whereas H_2_ consumption increased 36-fold (*p-value*: <0.0001). Intracellular glycogen content was observed to increase dramatically from 11.26 (± 0.14)% during O_2_-replete growth to 20.23 (± 0.77)% (w/w; *p-value*: < 0.0001) during O_2_-limiting cultivation.

We observed significant changes in these parameters when *Methylacidiphilum* sp. RTK17.1 was cultivated under O_2_-limitation depending on H_2_ and nitrogen supply. In the presence of H_2_, observed rates of *Methylacidiphilum* sp. RTK17.1 biomass production decreased by 8.61% (*p-value*: 0.019) during N_2_-fixation compared to growth on NH_4_^+^ replete media. In comparison, removal of H_2_ from the headspace resulted in an 18.67% reduction in the observed rate of biomass production compared to cells cultured in NH_4_^+^-replete media (from 5.57 to 4.33 mg l^–1^ h^–1^; Table 1; *p-value*: < 0.0001). These results suggest the activity of respiratory-linked aerobic H_2_ oxidation may, at least partially, serve to offset the energetic demand imposed by N_2_ fixation. In support of this, onset of nitrogen limitation in cultures actively respiring H_2_ did not significantly increase the production of intracellular glycogen (*p-value*: 0.999). Following the removal of H_2_ from the reactor feedgas, however, internal glycogen content significantly increased from 20.00 (± 2.93)% to 48.86 (± 4.32)% (w/w; *p-value*: < 0.0001). This corresponds to a 2.03 fold increase in the volumetric production rate of glycogen (Table 1). In the absence of CH_4_, at 4°C, cellular glycogen reservoirs were depleted within 100 days (Supplementary Figure S1).

The total protein and amino acid content of *Methylacidiphilum* sp. RTK17.1 biomass produced during steady-state growth was also determined (Figure 1). A maximum total protein content of 53.9 (± 2.69)% (w/w) was achieved during growth under O_2_-replete conditions with NH_4_^+^ as a readily available source of nitrogen. Compared to O_2_-replete growth, a minor but insignificant decrease in total protein content of biomass coincided with reduced O_2_ availability (51.2 ± 2.56%), and in the transition from NH_4_^+^ to N_2_ as a source of nitrogen (51.9 ± 2.56%). Consistent with the observation that glycogen production increased in the absence of H_2_ (under O_2_-limiting, N_2_-fixing growth conditions), the least total protein content of biomass (42.5 ± 8.94%) was observed in conditions where energy availability is likely to constrain cell growth (i.e., O_2_-limiting, N_2_-fixing, no H_2_; *p-value*: 0.018; Figure 1A). Observed changes in the concentration of specific amino acid residues under all of the growth conditions were generally consistent with the changes associated with total protein determinations (Figure 1C). For each of the experimental conditions, glutamic acid, leucine, aspartic acid, lysine and alanine were the amino acids in greatest abundance whereas methionine, histidine and cysteine were the least abundant residues.

**FIGURE 1:**
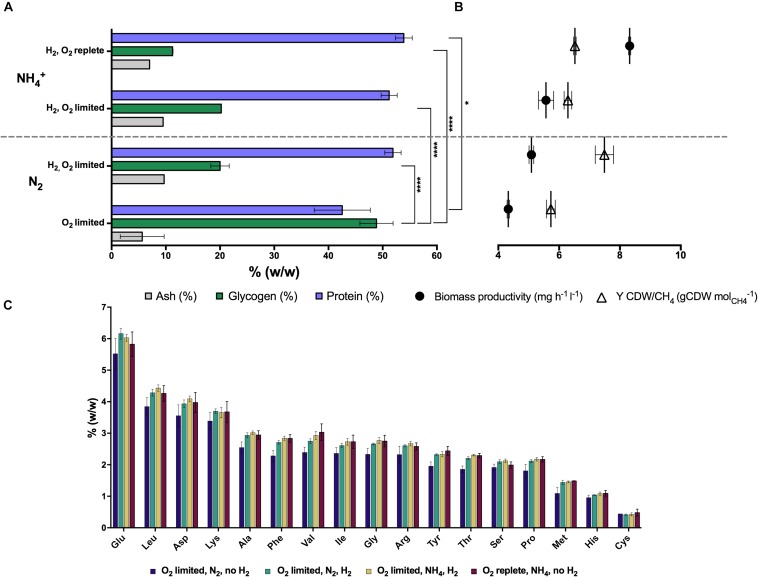
The production of intracellular glycogen in chemostat grown cultures of *Methylacidiphilum* sp. RTK17.1 is influenced by O_2_ availability, and H_2_ and nitrogen metabolism. **(A)** Total protein, ash and glycogen content of cells, **(B)** observed growth rates and biomass yields (CDW: cell dry weight), and **(C)** amino acid content profiles are shown relative to total biomass. For all chemostat growth conditions, *Methylacidiphilum* sp. RTK17.1 excess CH_4_ was continuously supplied (3% v/v, 10 ml min^– 1^). Displayed values represent the average of minimum triplicate samples, with error bars illustrating the standard deviation. Significant differences in cellular glycogen and protein content are shown next to squared brackets (^****^p-value < 0.0001, ^*^p-value < 0.05).

### Transcriptome Analysis Reveals Changes in Hydrogenase, Nitrogenase, and Methane Monooxygenase Expression Between the Conditions

Transcriptome analysis was performed on chemostat grown cultures of *Methylacidiphilum* sp. RTK17.1 to determine whether genes associated with energy metabolism (CH_4_ or H_2_), glycogen synthesis, N_2_ or CO_2_ fixation were regulated in response to O_2_ or nitrogen availability (Figure 2). 

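RNA of 5 steady-state chemostat cultures was sequenced as 5 libraries. There were 2 libraries of O_2_-limited, N_2_-fixing cultures, 1 of an O_2_-limited culture supplied with NH_4_+ and 2 of O_2_-replete cultures supplied with NH_4_+. The feed gas held 3.5% O_2_ for the O_2_-limited cultures and 14.1% for the O_2_-replete cultures. The sample labels give O_2_ and nitrogen but not H_2_. From these labels and the paper's text, only the O_2_-limited NH_4_+ culture was matched to its H_2_ supply (H_2_ was added). The other libraries were not matched by comparing their values with those the paper shows by H_2_ supply, so no comparison by H_2_ was made. As in the paper, O_2_ limitation was tested as the 3 O_2_-limited against the 2 O_2_-replete libraries, and N_2_ fixation as the 2 N_2_-fixing against the 3 NH_4_+ libraries. Cultures within a group therefore differed in H_2_ or nitrogen supply, and the p-values measure the spread between cultures with those differences included. Both N_2_-fixing cultures were also O_2_-limited, so the O_2_-limited NH_4_+ library alone separates the effect of O_2_ from that of nitrogen.

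The authors filtered and trimmed the reads, mapped them to the genome of *M. infernorum* V4 and deposited a table of raw counts per gene and a table of FPKM. The counts summed to 5937044 (RTK171060317) and 6704940 (RTK171121216) for the N_2_-fixing libraries, to 5333735 (RTK171100816) for the O_2_-limited NH_4_+ library, and to 5552680 (RTK171120716) and 5679133 (RTK171270616) for the O_2_-replete libraries, with a mean of 5841506. The paper's stated depth is an average of 7988451 raw reads and 7287318 reads after trimming; the values here use the counts. Of the 2178 genes in the table, 2033 were matched by position to V4 locus tags, and 506 of these carry a gene symbol in the RefSeq annotation. The 2034 genes with at least 10 counts in at least 2 libraries were tested with edgeR's quasi-likelihood test after TMM normalization, and a gene was called at p under 0.001 and a Benjamini-Hochberg false discovery rate (adjusted p) under 0.05. These are the thresholds in the paper except for genes higher under N_2_ fixation, for which it gives a false discovery rate under 0.02. The choice of test, the grouping of the cultures and the filter on low counts can change the number of calls. Strand and multiple-hit settings of the counting are not given in the sources used here, so overlapping genes and near-identical copies may share reads.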

For these experiments, to resolve the possible influence of H_2_ on transcriptional responses, a fifth chemostat condition (condition 5: O_2_ replete, NH_4_^+^, no H_2_ addition) was added to the four growth conditions described in Table 1. In response to O_2_ limitation, 36 genes were identified as significantly upregulated (*p-value*: <0.001; False discovery rate (FDR): < 0.05) and 36 genes were significantly downregulated (*p-value*: < 0.001; FDR: < 0.05). 

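Of the 2034 genes tested, 22 were higher and 15 were lower in the 3 O_2_-limited libraries than in the 2 O_2_-replete libraries. Among the called genes, the largest rise after 3 methane monooxygenase genes was that of Minf_0265, a gene at 265024 to 266916 of the V4 chromosome with no symbol in the annotation. Its level was 3890 ± 372 FPKM (SD, n = 3) under O_2_ limitation and 41.3 ± 8.17 FPKM (SD, n = 2) under O_2_-replete growth, a log_2_FC of 6.46 (standard error 0.30, adjusted p = 0.000627 from edgeR's quasi-likelihood test). Minf_0267, which begins at position 267101 just downstream, rose by a log_2_FC of 4.18 (standard error 0.29). In the opposite direction, Minf_0485 fell by 3.94 on the log_2_ scale (standard error 0.22), from 144.9 ± 24.9 FPKM (SD, n = 2) to 10.1 ± 1.64 FPKM (SD, n = 3), and Minf_0272 fell by 3.74 (standard error 0.36). Smaller decreases were measured for Minf_2048, which fell by 2.02, and Minf_1243, which fell by 1.93. Minf_0272, Minf_2048 and Minf_1243 no longer passed the thresholds without RTK171060317 or RTK171121216, or in the O_2_ contrast within NH_4_+ cultures (log_2_FC -3.69, -1.84 and -1.99). In all 37 called genes, every library of one group lay above every library of the other, a separation that chance gives for 20% of genes and that 29.7% of the tested genes showed. The calls were made on these same libraries, so the separation adds no support to them. The numbers depended on the test and the libraries. The exact test gave 66 higher and 25 lower, the likelihood ratio test 42 and 29, DESeq2 54 and 49, and the O_2_ contrast within NH_4_+ cultures (1 library against 2) 13 and 6. With 1 library left out at a time, the higher genes numbered 12 (without RTK171060317), 11 (without RTK171121216), 34 (without RTK171120716), 21 (without RTK171270616) and 75 (without the O_2_-limited NH_4_+ library), and the lower genes 5, 2, 16, 19 and 15 in the same order.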

Subunits of the particulate methane monooxygenase operon (*pmoCAB1*), corresponding to *M. infernorum* V4 loci Minf_1509–1511, displayed the greatest degree of transcriptional upregulation (average: 9.8 Log_2_FC, *p-value*: < 0.0001) in response to O_2_ limitation. In contrast, the closely related and immediately proximal *pmoCAB2* operon (homologous to *M. infernorum* V4 loci Minf_1506–1508) that was highly expressed during O_2_ replete growth, was strongly downregulated during O_2_-limited growth (average: −4.0 Log_2_FC, *p-value*: < 0.0001). 

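The 3 genes of *pmoCAB1*, which encode the membrane-bound enzyme that oxidizes CH_4_ to methanol, were at most 28.9 FPKM in each O_2_-replete library and at least 11402 FPKM in each O_2_-limited library. RefSeq gives these genes the symbols of the related ammonia monooxygenase (*amo*). The *pmoC1* gene (Minf_1511, positions 1409177 to 1410004, minus strand) was at 37393 ± 5544 FPKM (SD, n = 3) in the O_2_-limited libraries and 18.3 ± 1.84 FPKM (SD, n = 2) in the O_2_-replete libraries. This was a log_2_FC of 10.91 (standard error 0.39, adjusted p = 0.000358 from edgeR's quasi-likelihood test), or 1924-fold. For *pmoA1* (Minf_1510) the log_2_FC was 9.27 (standard error 0.57, adjusted p = 0.00131 from the same test), and for *pmoB1* (Minf_1509) it was 9.24 (standard error 0.37, adjusted p = 0.000358). The operon mean was 9.80, against a standard deviation of 0.26 between libraries within the groups. The O_2_-limited NH_4_+ library was at 41243 FPKM for *pmoC1*, and the 2 N_2_-fixing libraries at 31039 and 39896 FPKM. The operon took 5.34% to 7.28% of all counts in the O_2_-limited libraries and at most 0.0072% in the O_2_-replete libraries.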

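The 3 genes of *pmoCAB2* lie directly downstream of *pmoCAB1* on the same strand, between positions 1403520 and 1406519, and moved the other way. All 3 fell under O_2_ limitation. *pmoC2* (Minf_1508) dropped from 88384 ± 31687 FPKM (SD, n = 2) to 4172 ± 605 FPKM (SD, n = 3), a log_2_FC of -4.51 (standard error 0.36, adjusted p = 0.00295 from edgeR's quasi-likelihood test). The log_2_FC was -3.84 for *pmoA2* (Minf_1507, standard error 0.28) and -3.65 for *pmoB2* (Minf_1506, standard error 0.34), and the operon mean was -4.00. A further *amoC* gene in the annotation, Minf_1500 (positions 1399752 to 1400582), fell by 4.23 on the log_2_ scale (standard error 0.34, adjusted p = 0.00292 from the same test), from 44802 ± 15005 FPKM (SD, n = 2) to 2558 ± 389 FPKM (SD, n = 3). Even so, *pmoCAB2* transcripts remained at 2695 FPKM or more in each O_2_-limited library. The operon held 19.6% and 12.8% of all counts in the O_2_-replete libraries and 0.876% to 1.23% in the O_2_-limited libraries. Copies of one *pmo* gene may share reads, so levels of the less abundant copy are uncertain. Without library RTK171121216, Minf_1506, Minf_1508 and Minf_1500 no longer passed the thresholds (log_2_FC -3.65, -4.52 and -4.19), and Minf_1506 did not pass in the contrast within NH_4_+ cultures (-3.39).

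**Figure D1:**
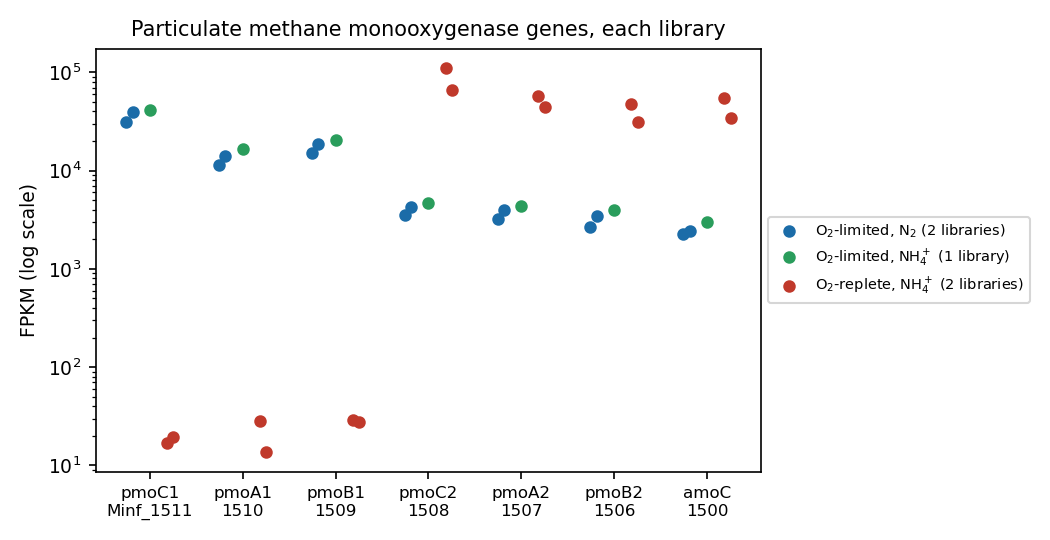
FPKM (log axis) of the *pmo* genes in each of the 5 libraries, 1 point per library, coloured by O_2_ and nitrogen supply. The *pmoCAB1* genes lie between 13.6 and 28.9 FPKM in the O_2_-replete libraries, and the *pmoCAB2* genes and Minf_1500 are higher there than in each O_2_-limited library.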

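Another *amoB* gene of the V4 annotation, Minf_1589 (positions 1488489 to 1489736, minus strand), lies apart from the *pmoCAB1* and *pmoCAB2* operons. It received 0 and 1 counts in the N_2_-fixing libraries, 1 count in the O_2_-limited NH_4_+ library, and 4 and 0 counts in the O_2_-replete libraries. For a gene of 1 kb, a count of 0 allows up to 0.447 to 0.562 FPKM at these depths (3 counts, counting error only). The 2 genes with the next locus tags, Minf_1590 and Minf_1591, lie on the same strand and carry no symbol in the annotation. They had at most 7 and 20 counts in a library, or 1.68 and 4.17 FPKM. No fold change was computed for Minf_1589, since both groups were at or near this limit.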

Interestingly, transcripts for a third putative and relatively divergent *pmoCAB3* operon were not detected under the experimental conditions tested.

**FIGURE 2:**
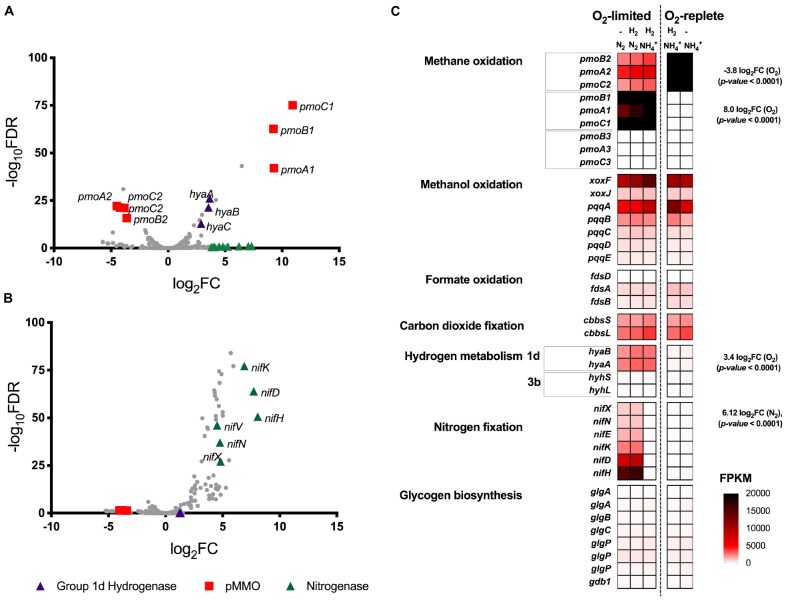
Differential gene expression profiles of chemostat-grown cultures of *Methylacidiphilum* sp. RTK17.1 grown under O_2_-replete and O_2_-limiting conditions in the presence of ammonium (NH_4_^+^) or under N_2_-fixing conditions. **(A)** Volcano plot showing differential gene expression changes following the transition from oxygen replete to O_2_-limited growth. **(B)** Volcano plot showing differential gene expression changes following the transition from nitrogen-replete (NH_4_^+^) to N_2_-fixing growth conditions. Both volcano plots compare data generated from the same five transcriptomes with fold-change values (log_2_FC) and false discovery rates (FDR) calculated using O_2_-replete and nitrogen excess as reference conditions, respectively. Each gene is represented by a gray dot and genes of interest are highlighted as per the legend. **(C)** Heat map of transcript abundance for key genes encoding the structural subunits of enzymes participating in methane oxidation (*pmoBAC;* particulate methane monooxygenase), methanol oxidation (*xoxFJ;* methanol dehydrogenase, *pqqABCDE;* pyrroloquinoline biosynthesis), formate oxidation (*fdsDAB*; formate dehydrogenase), carbon-dioxide fixation (*cbbsSL*; Rubisco), hydrogen metabolism (*hyaBA and hyhSL;* encoding group 1d and 3b [NiFe]-hydrogenases respectively), nitrogen fixation (*nifXNEKDH; nitrogenase*), and glycogen biosynthesis (*glgAABCPPP1*). The fragment counts per kilobase million transcripts (FPKM) are shown for steady-state cultures. O_2_-replete, O_2_-limiting, nitrogen-replete (NH_4_^+^), N_2_-fixing and the supplementation of H_2_ into the feed gas during chemostat operation is indicated.

Expression of the complete complement of genes necessary for the oxidation of CH_4_ to CO_2_, carbon assimilation via the Calvin-Benson-Bassham cycle, and ATP production via aerobic respiration were detected in all conditions tested (Figure 2C and Supplementary Table S1). However, with exception of a 1.78-fold (*p-value*: < 0.0001) downregulation of a *moxY*-like gene (Minf_1448) that encodes a methanol utilization control sensor protein, no significant differences in expression level in these pathways were observed across conditions. 

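Transcripts of the genes listed here for these pathways were present in every library of each condition. The levels below are for the genes that carry a symbol in the annotation; *xoxFJ*, *fdsDAB* and *cbbSL* have none there and were not analysed here. The PQQ biosynthesis genes *pqqABCDE*, which make the cofactor of methanol dehydrogenase, together with Minf_1448 ranged from 302.5 to 8106 FPKM over genes and libraries. Of the 2 genes listed for formate oxidation, *fdhF* was at 899.1 FPKM or more and *fdhD* at 215.4 FPKM or more. The 7 genes of the Calvin-Benson-Bassham list (*rpiB*, *rpe*, *tpiA*, *gap*, *tkt*, *cbbX* and *glpX*) were at 517.2 to 2182 FPKM. In the respiratory chain, 5 complex I genes (*nuoB*, *nuoD*, *nuoF*, *nuoL* and *nuoK*) were at 306.7 to 1190 FPKM and 8 ATP synthase genes at 108.8 to 4339 FPKM. The lowest of these values lies far above the FPKM that a count of 0 allows.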

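The *moxY*-like gene Minf_1448 (positions 1351273 to 1352376) was at 466 ± 68.7 FPKM (SD, n = 3) under O_2_ limitation and 1470 ± 597 FPKM (SD, n = 2) under O_2_-replete growth. Its log_2_FC was -1.76 (standard error 0.30, adjusted p = 0.0543 from edgeR's quasi-likelihood test), just outside both thresholds. Every O_2_-limited library lay below every O_2_-replete library. A separation of the groups in either direction was shown by 29.7% of the tested genes, so it adds little here. The exact test, the likelihood ratio test, DESeq2, edgeR without a filter on low counts, and the test without library RTK171270616 (log_2_FC -2.18) called Minf_1448 lower. Without the other O_2_-replete library, RTK171120716, its fall on the log_2_ scale was 1.21 and the gene was not called. The 2 genes that follow it, Minf_1449 and Minf_1450, were called lower, with log_2_FC of -1.58 (standard error 0.19) and -1.09 (standard error 0.17); they were picked after their values were seen. Of the 6 methanol and PQQ genes, edgeR's quasi-likelihood test called none under O_2_ limitation, with 4 at an unadjusted p under 0.05 and 3 higher and 1 lower when adjusted over the list alone; the exact and likelihood ratio tests called 1 each, DESeq2 called 3 and limma on FPKM none. Of the 2 formate genes it called none, with 1 at an unadjusted p under 0.05, 1 lower when adjusted over the list alone, and 1 called by DESeq2 (*fdhF*, log_2_FC -0.66, standard error 0.18 in edgeR). None of the 7 Calvin-Benson-Bassham, 5 complex I and 8 ATP synthase genes was called there by any of these tests or had an unadjusted p under 0.05, and their log_2_FC lay between -0.40 and 0.27. Under N_2_ fixation, edgeR called no gene of these 5 lists, with 2 methanol and PQQ genes and 1 Calvin-Benson-Bassham gene (*gap*, log_2_FC -0.56) at an unadjusted p under 0.05, and the other tests called only 1 Calvin-Benson-Bassham gene, by DESeq2. In the list of terminal oxidases, the only member with a symbol, *cyoE* (Minf_1427), which encodes heme O synthase, rose from 75.1 ± 7.91 FPKM (SD, n = 2) to 383.8 ± 14.3 FPKM (SD, n = 3) under O_2_ limitation (log_2_FC 2.26, standard error 0.16, adjusted p = 0.00201).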

With respect to glycogen metabolism, all genes necessary for glycogen synthesis, storage and degradation were expressed, but did not display evidence of transcriptional regulation (Supplementary Table S1). 

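All 8 genes of glycogen and trehalose metabolism with a symbol in the annotation were expressed in every library, and none passed the test in either comparison. They comprise *glgA* (Minf_1756), glycogen synthase, *glgB* (Minf_1024), the branching enzyme, *glgP* (Minf_0255 and Minf_0791), glycogen phosphorylase, *glgX* (Minf_0536), a debranching enzyme, and *treY*, *treZ* and *treS* of trehalose synthesis. Expression of *glgA* was 51.5 ± 3.19 FPKM (SD, n = 3) under O_2_ limitation and 52.1 ± 2.99 FPKM (SD, n = 2) under O_2_-replete growth. It was 49.9 ± 2.18 FPKM (SD, n = 2) in N_2_-fixing and 53.0 ± 2.61 FPKM (SD, n = 3) in NH_4_+ cultures. The most abundant gene, *glgX*, reached 978.3 FPKM. Fig. 2C of the paper also covers *glgC*, another *glgA* and another *glgP*, which are not among these 8 genes and were not analysed here. Over the list, log_2_FC ran from -0.13 to 0.20 for O_2_ and from -0.18 to 0.13 for nitrogen, and the 95% confidence intervals from -0.51 to 0.67 and from -0.55 to 0.62. None of the 8 genes was called by edgeR's quasi-likelihood test, the exact test, the likelihood ratio test, DESeq2 or limma on FPKM, and none had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, or an adjusted p under 0.05 when adjusted over the list alone. Because 4 libraries were not matched to an H_2_ supply, these values do not compare cultures with and without H_2_.

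**Figure D2:**
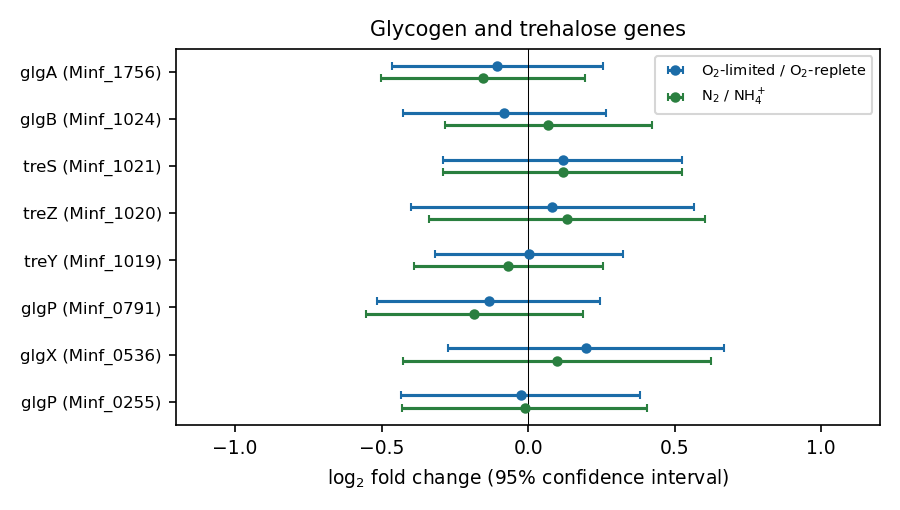
Log_2_ fold change of 8 glycogen and trehalose genes (points) with 95% confidence intervals (bars) for O_2_-limited against O_2_-replete and for N_2_-fixing against NH_4_+ libraries. Every interval includes 0.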

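Within the [NiFe] hydrogenase locus at positions 1228081 to 1231708 of the V4 chromosome (minus strand), *cybH* (Minf_1319) is the cytochrome *b* subunit that passes electrons to the quinone pool. The 2 genes beside it, Minf_1321 and Minf_1320, carry no symbol in the annotation used here and were taken as the small and large subunits from their position and, after the values were seen, from their fold changes. All 3 genes rose under O_2_ limitation. Minf_1321 increased from 152.6 ± 20.9 FPKM (SD, n = 2) to 2008 ± 199 FPKM (SD, n = 3), a log_2_FC of 3.63 (standard error 0.18, adjusted p = 0.000706 from edgeR's quasi-likelihood test), which is 12.4-fold. Minf_1320 increased from 143.2 ± 9.38 FPKM (SD, n = 2) to 1766 ± 249 FPKM (SD, n = 3), a log_2_FC of 3.54 (standard error 0.21), or 11.6-fold. For *cybH* the log_2_FC was 2.88 (standard error 0.26, adjusted p = 0.00434 from the same test), or 7.36-fold, with 269.7 ± 51.3 FPKM (SD, n = 3) under O_2_ limitation. The highest level of these genes in a library was 2190 FPKM. Next to *cybH*, Minf_1318 rose by a log_2_FC of 2.96 (standard error 0.19).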

Consistent with the onset of H_2_ oxidation in chemostat cultures, genes encoding for the large and small subunits of the Group 1d respiratory [NiFe] hydrogenase, and its associated cytochrome *b* subunit, were upregulated by 3.5-, 3.6-, and 2.9-fold respectively (to a maximum of 3105 FPKM) in response to O_2_ limitation (Figures 2A,C). Likewise, genes associated with hydrogenase maturation, nickel incorporation and nickel transport were also significantly upregulated (Supplementary Table S1). In contrast, the cytosolic Group 3b [NiFe] hydrogenase was constitutively transcribed at low levels (FPKM < 125).

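Of the 5 hydrogenase maturation genes with a symbol in the annotation (*hypA*, *hypB*, *hypD*, *hypE* and *hypF*), which insert nickel and iron ligands into the hydrogenase, 1 was higher under O_2_ limitation and 4 did not pass the test; 2 were higher when adjusted over the list alone. The nickel-binding GTPase gene *hypB* (Minf_1799, positions 1677606 to 1678376) rose from 263.0 ± 23.1 FPKM (SD, n = 2) to 840 ± 105 FPKM (SD, n = 3), a log_2_FC of 1.58 (standard error 0.18, adjusted p = 0.0122 from edgeR's quasi-likelihood test). Its neighbour Minf_1798, singled out after its value was seen, rose by a log_2_FC of 1.28 (standard error 0.16). The *hypB* call was lost in the contrast within NH_4_+ cultures (log_2_FC 1.47) and without RTK171060317 (1.47), RTK171121216 (1.63) or RTK171270616 (1.43), and DESeq2 called 2 of the 5 genes. Nickel transporter genes carry no symbol in the annotation and were not analysed here.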

We further analyzed RNA-seq data to investigate the influence of nitrogen limitation on transcriptional regulation within *Methylacidiphilum* sp. RTK17.1. 

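The 2 N_2_-fixing libraries differed from the 3 NH_4_+ libraries in 58 of 2034 genes, 55 higher and 3 lower, and all 55 were at least 4-fold higher, with log_2_FC from 2.21 to 8.07. The higher genes lay close together on the V4 chromosome. At positions 449209 to 465184, from *nifB* (Minf_0453) to Minf_0476, 20 of 21 genes were called higher, and all 21 had a log_2_FC of at least 2.21. Around the nitrogenase genes, from Minf_1869 to Minf_1877, all 8 genes were called higher. From Minf_2315 to Minf_2340 (positions 2146404 to 2174741) 17 of 21 were. These 3 blocks, outlined after the values were seen, hold 45 of the 55. Among genes with no symbol, Minf_0454, next to *nifB*, rose by a log_2_FC of 5.71 (standard error 0.19, adjusted p = 4.33e-05 from edgeR's quasi-likelihood test), and Minf_1103 by 5.55 (standard error 0.46). The 3 lower genes, Minf_2005, Minf_2122 and Minf_2232, fell by 1.52, 1.17 and 0.95 on the log_2_ scale. The number of lower genes was 18 with the exact test, 8 with the likelihood ratio test and 13 with DESeq2, and 1 in the N_2_ contrast within O_2_-limited cultures (2 libraries against 1), with no normalization factor or with limma on FPKM. It was 0 without RTK171060317 or RTK171121216, 2 without RTK171120716 or RTK171270616, and 15 without the O_2_-limited NH_4_+ library. Minf_2005 was no longer called without RTK171060317 or RTK171121216, and Minf_2122 and Minf_2232 were not called in the N_2_ contrast within O_2_-limited cultures (log_2_FC -0.97 and -0.88), with no normalization factor or with limma. Minf_2232 was not called with any library left out, and Minf_2122 only without RTK171270616.

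**Figure D3:**
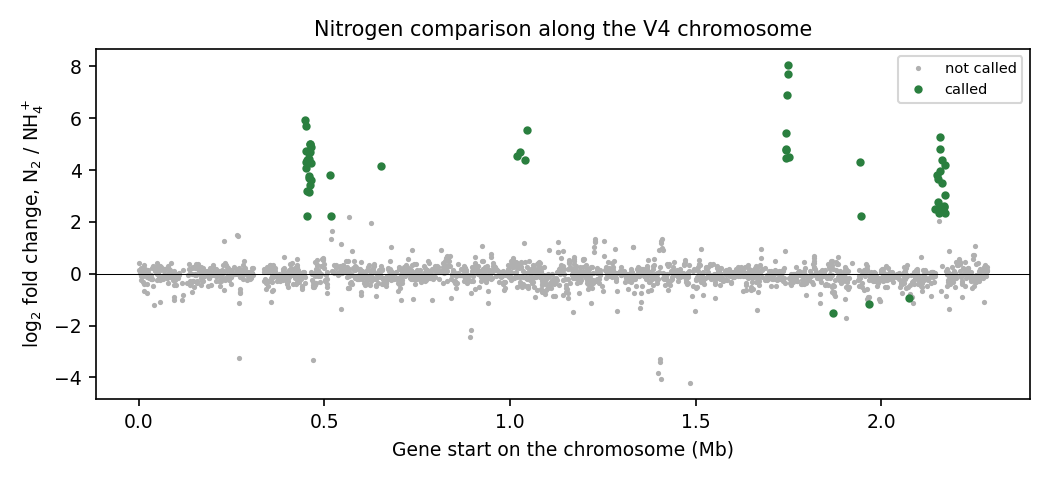
Log_2_ fold change of each tested gene (N_2_-fixing against NH_4_+ libraries) against its start on the V4 chromosome, with called genes in green. Most called genes sit in 3 blocks that begin at 449209, 1742581 and 2146404.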

During chemostat cultivation in the absence of a supplied nitrogen source (NH_4_^+^), 66 genes were upregulated (*p-value*: < 0.001; FDR: < 0.02) and 13 genes were downregulated (*p-value*: < 0.001; FDR: < 0.05) when compared to nitrogen excess growth conditions. Consistent with the onset of N_2_ fixation, a seven-gene operon encoding nitrogenase structural subunits and cofactor biosynthesis proteins (*nifHDKENX*, Minf_1870–1876) was upregulated (average 6.4 Log_2_FC; Figures 2B,C). In addition, numerous other genes involved in nitrogenase transcriptional regulation (*nifA*, Minf_0464), cofactor biosynthesis (*nifB*, Minf_0453), stabilization (*nifW*, Minf_0472), and nitrate (Minf_1096) and NH_4_^+^ transport (Minf_1075) were also significantly upregulated (Supplementary Table S1). 

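The 6 nitrogenase genes of this operon that could be matched were all higher under N_2_ fixation. The nitrogenase iron protein gene *nifH* (Minf_1876, positions 1749441 to 1750334) was at 12152 ± 753 FPKM (SD, n = 2) in N_2_-fixing libraries and 42.8 ± 12.3 FPKM (SD, n = 3) in NH_4_+ libraries, a log_2_FC of 8.07 (standard error 0.42, adjusted p = 9.99e-05 from edgeR's quasi-likelihood test). The log_2_FC was 7.71 (standard error 0.33) for *nifD* (Minf_1874) and 6.89 (standard error 0.26) for *nifK* (Minf_1873), which encode the subunits of the molybdenum-iron protein. The genes of cofactor assembly rose less, by a log_2_FC of 5.43 for *nifE* (Minf_1872), 4.75 for *nifN* (Minf_1871) and 4.80 for *nifX* (Minf_1870). The mean over the 6 genes was 6.28, against a standard deviation of 0.20 between libraries within the groups. Minf_1875, the 7th locus in the range, had no match in the count table. In the O_2_-limited NH_4_+ library *nifH* was at 33.1 FPKM, below the 56.6 and 38.6 FPKM of the O_2_-replete libraries.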

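Other genes of N_2_ fixation rose with the structural genes. Of 5 listed members outside the operon, *nifA*, *nifB*, *nifT* and *nifW* were higher, 4 also when adjusted over the list alone, and *nifJ*, which encodes pyruvate:ferredoxin (flavodoxin) oxidoreductase, was not called. *nifB* (positions 449209 to 450780) rose from 15.7 ± 2.25 FPKM (SD, n = 3) to 1014 ± 251 FPKM (SD, n = 2), a log_2_FC of 5.93 (standard error 0.26, adjusted p = 4.73e-05 from edgeR's quasi-likelihood test). *nifW* (Minf_0472) rose by a log_2_FC of 5.00 (standard error 0.28) and *nifT* (Minf_0468) by 4.66 (standard error 0.23). The regulator *nifA* (Minf_0464, positions 455869 to 457458) rose by 4.43 (standard error 0.51, adjusted p = 0.00536 from the same test), with 899.9 and 310.5 FPKM in the N_2_-fixing libraries. Of 6 genes of nitrogen uptake and assimilation, 2 were higher (3 when adjusted over the list alone), namely the NH_4_+ transport gene Minf_1075 (log_2_FC 4.56, standard error 0.56) and the nitrate transport gene Minf_1096 (log_2_FC 4.40, standard error 0.55). These 2 genes reached 3567 ± 1858 and 857 ± 647 FPKM (SD, n = 2) in the N_2_-fixing libraries. Without the O_2_-replete library RTK171120716, *nifA*, Minf_1075 and Minf_1096 no longer passed the thresholds (log_2_FC 4.30, 4.35 and 4.36).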

Hydrogenase expression was not significantly different between the conditions, being high for the Group 1d [NiFe]-hydrogenase and low for the Group 3b [NiFe]-hydrogenase.

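The group 1d hydrogenase genes had a mean log_2_FC of 1.27 between N_2_-fixing and NH_4_+ libraries, smaller than the 1.61 standard deviation of their level between libraries of a group, and none of the 3 was called. *cybH* had a log_2_FC of 1.22 (standard error 0.89, adjusted p = 0.78 from edgeR's quasi-likelihood test), and none of the 3 had an unadjusted p under 0.05 or was called by the exact test, the likelihood ratio test, DESeq2 or limma on FPKM. The NH_4_+ group joins O_2_-limited and O_2_-replete cultures. Minf_1321 was at 2040 FPKM in the O_2_-limited NH_4_+ library and at 1795 and 2190 FPKM in the N_2_-fixing libraries, but at 137.8 and 167.3 FPKM in the O_2_-replete libraries. When the contrast was taken within the O_2_-limited cultures (2 libraries against 1), the mean was -0.06. Without the O_2_-limited NH_4_+ library, which leaves the groups differing in O_2_ as well as nitrogen, it was 3.33. The mean was 0.82 without RTK171120716, 0.81 without RTK171270616 and 2.25 on the log_2_(FPKM + 1) scale. Genes of the group 3b hydrogenase carry no symbol in the annotation and were not analysed here.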

## Discussion

The accumulation and storage of carbon and energy as polymeric reserves is a common strategy employed by microorganisms during unbalanced growth to fortify them against periods of environmental starvation (Wilson et al., 2010). Nitrogen limitation is often cited as triggering the accumulation of carbon-rich reserve polymers (Wanner and Egli, 1990), but there is a lack of detailed understanding of the underlying mechanisms responsible for their production. As with many heterotrophic species, methanotrophs often produce carbon-rich polymers; however despite the prevalence of glycogen production within the Gammaproteobacteria methanotrophs (Pieja et al., 2011a), research has primarily focused on the physiology of polyhydroxybutyrate storage in the Alphaproteobacteria methanotrophs (Pieja et al., 2011a, b; Sundstrom and Criddle, 2015). The requirement for organic carbon compounds to provide both the respiratory energy and carbon necessary for anabolic processes for methanotrophs makes it difficult to untangle the roles of nitrogen, carbon, and energy availability (e.g., ATP) in the production of intracellular glycogen. However, as verrucomicrobial methanotrophs fix CO_2_ for carbon and supplement their energy requirements via the oxidation of H_2_ (Mohammadi et al., 2016; Carere et al., 2017), this affords an opportunity (obfuscated by the Type I and II methanotrophs) to investigate the influence of nitrogen, carbon, and energy availability independently.

Our findings show that H_2_ oxidation influences the production of intracellular glycogen reservoirs in the thermoacidophilic methanotroph, *Methylacidiphilum* sp. RTK17.1. During chemostat experiments, the maximum glycogen content of *Methylacidiphilum* sp. RTK17.1 occurred within cells grown in the absence of H_2_, under nitrogen- and O_2_- limiting growth conditions [48.86 (± 4.32)%; Table 1 and Figure 1A]. With respect to other studies reporting on the production of carbon storage polymers in methanotroph species, the glycogen content values observed for *Methylacidiphilum* sp. RTK17.1 are generally congruent. In the closely related thermoacidophile, *Methylacidiphilum fumarolicum* SolV, a maximum glycogen content of 36% (w/w) was observed (Khadem et al., 2012a) in nitrogen-limited, batch grown cells and a similar value (33% w/w) has been reported in the halotolerant methanotroph *Methylotuvimicrobium alkaliphilum* 20Z [formerly *Methylomicrobium alkaliphilum* 20Z (Khmelenina et al., 1999; Orata et al., 2018)]. A maximum of 42.8 (± 17.5)% (w/w) glycogen has been reported in the industrially promising methanotroph, *Methylotuvimicrobium buryatense* 5GB1 [formerly *Methylomicrobium buryatense* 5GB1 (Orata et al., 2018)], during batch-growth on methanol, with up to 13.1 (± 4.0)% (w/w) glycogen reported during O_2_-limited chemostat growth on methane (Gilman et al., 2015).

The variability in reported glycogen content within methanotrophs (intraspecies) and between experimental trials (interspecies) is almost certainly a consequence of both underlying physiological characteristics and the inherent challenges associated with characterizing dynamic batch growth environments. We therefore sought to perform a series of carbon-excess (CO_2_ and CH_4_) steady-state experiments to gain insight into the mechanisms governing glycogen production in *Methylacidiphilum* sp. RTK17.1. With respect to O_2_ and nitrogen limitation, rates of growth (inferred from observed biomass productivity rates), and changes to glycogen, and to a lesser extent total protein and amino acid contents, were consistent with a cell’s expected response to unbalanced growth conditions. While previous studies have reported significant changes to the amino acid composition of *Staphylococcus aureus* cultures in response to variable environmental conditions (Alreshidi et al., 2015, 2016), we observed no change to the relative abundance of specific amino acid residues in *Methylacidiphilum* sp. RTK17.1 cultures under the conditions tested. Nevertheless, a 144% increase in glycogen content was observed during unbalanced growth following the removal of H_2_ gas supply. Depriving *Methylacidiphilum* sp. RTK17.1 cultures of the respiratory energy gains afforded from H_2_ gas oxidation is demonstrative of how this strain dynamically allocates carbon, nitrogen and energy resources.

The observation that *Methylacidiphilum* sp. RTK17.1 cells produce glycogen and grow more slowly in response to oxygen limitation is consistent with the occurrence of glycogen within the obligate chemolithoautotroph *Hydrogenovibrio marinus* when grown on H_2_ and CO_2_ under O_2_-limiting conditions (Nishihara et al., 1993). Similarly, production of polyhydroxybutyrate (PHB) has been reported within heterotrophically grown cultures of *Azotobacter beijerinckii* in response to oxygen limitation (Senior et al., 1972). We speculate that in the absence of sufficient oxygen, both glycogen and PHB reserves likely serve to not only store carbon and energy, but to maintain intracellular redox state. It is also plausible that the anabolic activities required for cell division (i.e., protein, DNA and RNA synthesis) were constrained by ATP availability under O_2_-limiting conditions. Given protein synthesis requires approximately 19 times more ATP (mmol ATP (g macromolecule)^–1^) than for saccharide polymerization (Stouthamer, 1979; Russell and Cook, 1995; Russell, 2007), even considering the ATP requirements of CO_2_ fixation, glycogen biosynthesis likely represents an energetic *‘cost’* savings for *Methylacidiphilum* sp. RTK171 compared to the ATP-demands of cell growth. These modest increases to intracellular glycogen content in response to O_2_ limitation are unlikely to negatively impact biomass yields (Y_ATP_; Russell and Cook, 1995) while also benefiting cell survivability during periods of starvation. The additional burden imposed by nitrogen limitation not only created unbalanced growth conditions with respect to carbon and nitrogen, but also increased the cell’s ATP requirement via the nitrogenase reaction (N_2_ + 8H^+^ + 16ATP → 2NH_3_ + H_2_ + 16ADP). Under these growth conditions, glycogen accounted for nearly half of *Methylacidiphilum* sp. RTK17.1 cell mass. Supplementing CH_4_ oxidation with an alternative source of respiratory energy (H_2_), however, was sufficient to offset the ATP burden imposed by N_2_ fixation and consequently the production of intracellular glycogen was reduced and growth rates increased.

An alternative explanation for our chemostat observations is that synthesis of glycogen during energy-limiting conditions serves as a strategy for ‘metabolic anticipation’. The combined conditions of low O_2_, nitrogen, and H_2_ availability are highly limiting for a cell and further resource deprivation is likely to trigger a transition from growth to persistence. Thus, disproportionately allocating biomass into storage compounds under this condition may serve as a ‘bet-hedging’ strategy to enable longer-term survival when conditions worsen. Indeed, the synthesis and storage of intracellular carbon polymers is commonly associated with an increase in viability during periods of environmental starvation. As with PHB, glycogen catabolism supplies reduced electron carriers (e.g., NADH) into the respiratory chain, thereby enabling the continuation of metabolic processes in the absence of an exogenous energy supply (e.g., CH_4_ or H_2_). A reduced lag phase following CH_4_ starvation has previously been linked to the catabolism of glycogen reservoirs within the methanotroph *M. fumarolicum* SolV (Khadem et al., 2012a). Likewise, in *Methylacidiphilum* sp. RTK17.1 cultures, we interpret depletions in cellular glycogen content throughout prolonged incubations at 4°C (in the absence of CH_4_) as evidence it was being consumed to promote survival (Supplementary Figure S1). Within oxic/anoxic habitats, it seems evident that *Methylacidiphilum* sp. RTK17.1 distributes carbon, energy and nitrogen resources during methanotrophic or mixotrophic growth to fulfill the metabolic demands imposed for cell persistence and/or proliferation (Hanson and Hanson, 1996). Similar phenomena of metabolic anticipation have been observed in other species, for example mycobacteria, which accumulate storage compounds such as triacylglycerols during the early hypoxic response (Daniel et al., 2004; Eoh et al., 2017).

While hydrogenase, methane monooxygenase and nitrogenase all displayed evidence of significant transcriptional regulation in response to O_2_ and nitrogen limitation, the genes associated with glycogen metabolism were constitutively expressed. These results are consistent with previous findings within the verrucomicrobial methanotrophs (Khadem et al., 2010; Khadem et al., 2012a; Mohammadi et al., 2016; Carere et al., 2017) and suggests the enzymes associated with glycogen metabolism may be allosterically regulated in response to high carbon (i.e., fructose 1,6-bisphosphate) and/or energy contents (i.e., ATP/AMP), as described in other bacterial species (Wilson et al., 2010). Consistent with other verrucomicrobial methanotrophs (Dunfield et al., 2007; Pol et al., 2007; Op den Camp et al., 2009), *Methylacidiphilum* sp. RTK17.1 also possesses three phylogenetically distinct *pmoCAB* operons. Based on observed ratios of non-synonymous versus synonymous substitution rates in *pmoA* orthologs, it has been proposed that the pMMOs encoded in *Methylacidiphilum spp*. serve functionally distinct roles (Op den Camp et al., 2009). The observation that *Methylacidiphilum* sp. RTK17.1 transcriptionally regulates pMMO expression in response to oxygen availability therefore supports this hypothesis and is congruent with reports of differential expression in response to oxygen limitation (Khadem et al., 2012a) and during growth on methanol (Erikstad et al., 2012). Finally, it is noteworthy to include that the transcriptional upregulation of the Group 1d [NiFe] hydrogenase occurred in response to O_2_ limitation; whereas nitrogenase upregulation was induced by nitrogen availability. The transcriptional decoupling of these two enzymes is further evidence that the physiological role of H_2_ oxidation in methanotrophs (Mohammadi et al., 2016; Carere et al., 2017) is distinct from recycling H_2_ produced during the nitrogen fixation reaction (Bont, 1976; Dixon, 1976; Chen and Yoch, 1987). Collectively, these findings indicate while H_2_ oxidation is sufficient to partially offset the energetic costs associated with N_2_ fixation, the regulation of this enzyme is transcriptionally uncoupled from nitrogen availability.

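The contrast between the hydrogenase and nitrogenase genes rests on the O_2_-limited NH_4_+ library, in which hydrogenase transcripts were as abundant as in the N_2_-fixing libraries and nitrogenase transcripts as scarce as in the O_2_-replete libraries. In a model with the 3 culture conditions as groups, the O_2_ contrast within NH_4_+ cultures gave a log_2_FC of 3.60 (standard error 0.27) for Minf_1320 and -0.61 (standard error 0.38) for *nifH*. The nitrogen contrast within O_2_-limited cultures gave -0.10 (standard error 0.28) for Minf_1320 and 8.50 (standard error 0.55) for *nifH*. Each contrast has this same single library on one side, which was assumed to vary like the other groups. In the comparison of all O_2_-limited with O_2_-replete libraries, where the N_2_-fixing cultures make up 2 of the 3 O_2_-limited ones, the 6 matched *nif* operon genes had a mean log_2_FC of 5.57 and edgeR's quasi-likelihood test called none over all genes, with 6 at an unadjusted p under 0.05 and 6 higher when adjusted over the list alone; the exact test called 6, the likelihood ratio test 3, DESeq2 3 and limma on FPKM none. The paper counts hydrogenase genes that respond to O_2_ and nitrogenase genes that respond to nitrogen as added evidence, beside earlier studies it cites. The role it argues for is one of H_2_ oxidation in methanotrophs other than recycling H_2_ released by nitrogenase.

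**Figure D4:**
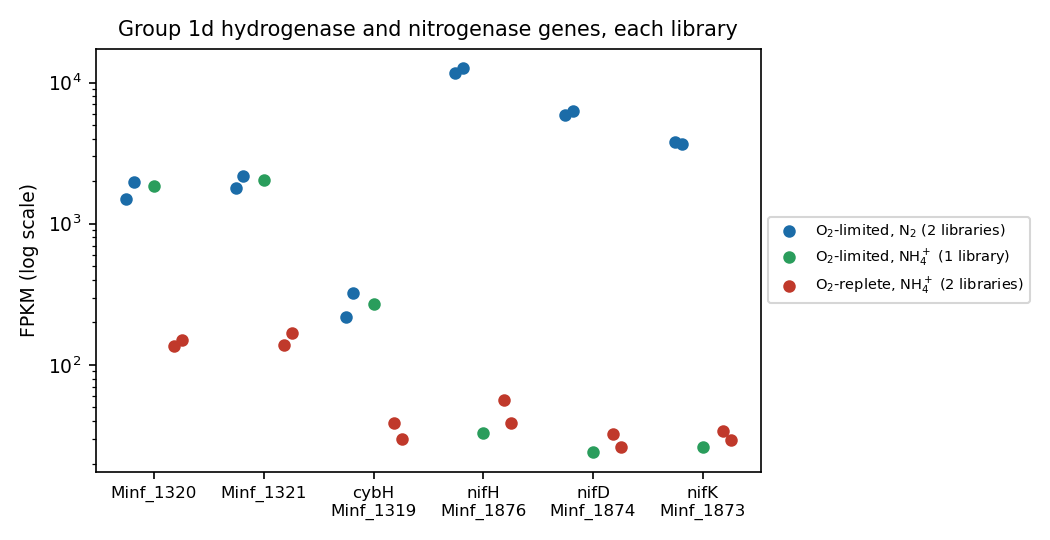
FPKM (log axis) of hydrogenase genes (Minf_1320, Minf_1321 and *cybH*) and nitrogenase genes (*nifH*, *nifD* and *nifK*) in each of the 5 libraries, 1 point per library, coloured by O_2_ and nitrogen supply. The O_2_-limited NH_4_+ library lies with the N_2_-fixing libraries for the hydrogenase genes and with the O_2_-replete libraries for the nitrogenase genes.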

## Data Availability

The raw and processed transcriptome sequence files (accession numbers GSM3872525–GSM3872529) were deposited into the Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) for archival storage.

## Author Contributions

CRC, CG, and MS conceived the study. CRC, MS, CG, CC, DG, and BM contributed to the experimental design. CRC, BM, CC, and HP conducted the bioreactor and wet lab experiments. CRC and HP performed the glycogen analysis. CRC, MS, and CG performed the transcriptome experiments and analysis. CRC, CG, MS, and DG wrote the manuscript with input from BM, HP, and CC.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://www.ncbi.nlm.nih.gov/geo/

How the deposited data were processed for this re-analysis (not part of the article)

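RNA from 5 chemostat cultures of *Methylacidiphilum* sp. RTK17.1 was measured as 1 library each. The cultures fall into 3 conditions by O_2_ and nitrogen supply, and the labels used here do not give the H_2_ supply of 4 of them. According to the paper, total RNA was depleted of ribosomal RNA, made into stranded libraries and sequenced as paired-end reads, which the authors filtered, trimmed and mapped to the *M. infernorum* V4 genome with a commercial pipeline set for a different genotype. The authors deposited raw counts per annotated gene. The counting tool and its strand setting are not given in the sources used here, and the submitters' processing notes name edgeR without a version. The authors also deposited FPKM, which equals the count divided by gene length and by the library's total in the count table (largest relative difference 5.1e-15). Mapping to another strain leaves reads that differ too much from V4 uncounted, which lowers the counts of divergent genes in every library alike.

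The 2178 genes of the count table were matched by coordinates to 2132 genes of the RefSeq annotation of V4, 1549 on both ends and 484 on the stop-codon end, and 145 were not matched. The annotation used here holds symbols but no product names, so the 20 gene lists with any member hold fewer genes than the pathways do; a list of [NiFe] hydrogenase subunits and a list of flagella and pili had no member. Minf_1320 and Minf_1321 were added to *cybH* by position and after their values were seen. No per-sample column was left unused.

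Tests were run in R 4.3.3 with edgeR 4.0.16 on the raw counts (TMM normalization, glmQLFit and glmQLFTest, genes with at least 10 counts in at least 2 libraries). Standard errors were obtained from the log_2_ fold change and its F statistic, and 95% confidence intervals from the t distribution with the moderated degrees of freedom. Summaries used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. With 3 libraries against 2, an exact permutation test can give no p below 0.1, so that calls rest on the model's sharing of the spread between genes. The common biological coefficient of variation was 0.271 for the O_2_ comparison and 0.253 for the nitrogen comparison, each with 3 residual degrees of freedom. In simulated counts with 200 changed genes, the O_2_ test recovered 34% of genes changed by 1 on the log_2_ scale, 96% of those changed by 2 and 100% of those changed by 4 or 6, and called 1 of 1832 unchanged genes. The nitrogen test recovered 44%, 96% and 100% and called 0 of 1829 unchanged genes. Small changes can therefore be missed at this size. The simulation drew each gene at the spread typical of its abundance and made all cultures of a group alike. It held no gene-specific spread and no nitrogen or H_2_ difference within a group, so the real rates can be worse. In the real O_2_ test, the matched *nif* operon genes, with a mean log_2_FC of 5.57, were not called.

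Named genes were those in the paper's text or Fig. 2, per comparison and direction the 8 called genes with the largest fold change whose groups did not overlap, and per list up to 4 called members with the smallest p or, with none called, the member with the largest change. Comparisons, lists, the rule for named genes and 20 alternatives were fixed before the data were examined. The alternatives were edgeR's exact and likelihood ratio tests, DESeq2 1.42.0, a model with 3 groups, other scalings (RLE, upper quartile, library total only, library sizes without rRNA, tRNA and *pmo* genes), other filters (none, at least 50 counts in 2 libraries, filterByExpr), the false discovery rate alone, limma 3.58.1 on log_2_(FPKM + 1) or log_2_(FPKM + 0.1), and leaving out each library. A false discovery rate under 0.02 for genes higher under N_2_ fixation, the paper's threshold for that count, was added afterwards. A test of the difference between the O_2_ and nitrogen contrasts was also run afterwards and is not used, since the same single library enters both. Cultures with and without H_2_, biomass, glycogen and amino acid measurements, and group 3b hydrogenase genes were not analysed here. Floors and shares of counts cover counting error only.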

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

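The tests of explanations for the 3 patterns that follow were chosen after the results were seen. Among the genes that passed the thresholds and that the paper's text does not name singly were, under O_2_ limitation, Minf_0265 (log_2_FC 6.46), Minf_0267 (4.18), Minf_1318 (2.96), *cyoE* (2.26) and *hypB* (1.58), which were higher, and Minf_1500 (-4.23), Minf_0485 (-3.94), Minf_0272 (-3.74), Minf_2048 (-2.02) and Minf_1243 (-1.93), which were lower. Under N_2_ fixation they were Minf_0454 (5.71), Minf_1103 (5.55), Minf_2323 (5.27, no longer called without RTK171120716 at 5.07) and *nifT* (4.66), which were higher, and Minf_2005 (-1.52), Minf_2122 (-1.17) and Minf_2232 (-0.95), which were lower.

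*pmoCAB2* counts stayed at 16.2% to 16.9% of *pmoCAB1* counts in the 3 O_2_-limited libraries. Reads from stretches identical in both operons and placed on either copy would move counts both ways, yet *pmoCAB1* counts were at most 0.048% of *pmoCAB2* counts in the O_2_-replete libraries, which argues against that explanation. Reads placed always on the *pmoCAB2* copy would not show in this test and stay open, and the nearly equal percentages in the 3 libraries leave room for them. By gene, the share was 10.7% to 11.5% for *amoC*, 26.4% to 28.0% for *amoA* and 18.0% to 19.5% for *amoB*. A low level of *pmoCAB2* expression under O_2_ limitation is the biological alternative and remains a hypothesis.

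Near-zero counts of the *amoB* gene Minf_1589 may come from a silent operon or from a sequence difference between strain RTK17.1 and the V4 reference, to which all reads were mapped. Over the table, 87 of 2178 genes had under 10 counts over all libraries together and 36 had 0. They formed 53 adjacent pairs, against a median of 3 and a highest of 11 in 10000 random placements. Regions missing from the strain and silent operons both give such runs, so the explanations cannot be told apart for Minf_1589, at 0 to 4 counts per library, although the next genes Minf_1590 and Minf_1591 had at least 1 and 9 counts in every library. The paper states that the strain has 3 distinct *pmoCAB* operons and that it detected no transcripts of *pmoCAB3*. Whether Minf_1589 belongs to *pmoCAB3* was not settled, and no sequence of the strain was used here.

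The 2 N_2_-fixing libraries were over 2-fold apart in 15 of the 55 genes called higher, all 15 higher in RTK171060317, among them *nifA* (log_2_ difference 1.55), Minf_1096 (1.74), Minf_2323 (1.75) and Minf_1103 (1.14). Their median difference was 1.40, while *nifH* and *nifD* differed by -0.11 and -0.10. A shift shared by all genes, as from depth or normalization, would not by itself separate these 15 genes from *nifH* and *nifD*. The differences were taken after TMM normalization, which sets the median over all tested genes near 0. That median, -0.0088, therefore cannot test depth or normalization. A difference between the cultures, H_2_ supply included, could account for the pattern and was not tested, since the labels used here do not say which culture received H_2_. The 2 O_2_-replete libraries were over 2-fold apart in 163 tested genes and the N_2_-fixing libraries in 52.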

How the results depend on the processing

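Of 1159 values for named genes under 20 alternatives, 1095 kept their direction and their side of the thresholds, 42 no longer passed, 8 newly passed and 14 changed sign. Many named genes were picked for the largest called changes, and some alternatives, such as RLE scaling and the false discovery rate alone, left all 58 results the same. The tally therefore does not measure how stable the calls are over all genes. Genes higher under O_2_ limitation (22) numbered 66, 42, 54 and 13 with the exact test, the likelihood ratio test, DESeq2 and the model with 3 groups, and 11 to 75 with 1 library left out; genes lower (15) numbered 25, 29, 49 and 6, and 2 to 19. Genes higher under N_2_ fixation (55) stayed within 42 to 75 throughout, with 50 at a false discovery rate under 0.02, a threshold chosen after the data were examined. Genes lower (3) numbered 18, 8, 13 and 1 in that order of tests, 1 by library total only and in each limma run on FPKM, and 0 to 15 with 1 library left out. The mean for *pmoCAB2* (-4.00) ran from -4.32 to -3.61 with 1 library left out. The hydrogenase mean under nitrogen (1.27) was -0.059 in the model with 3 groups, in which the contrast holds O_2_ fixed, and 0.81 to 3.33 with 1 library left out; the *nif* operon mean (6.28) was 6.60 in that model. Maturation genes higher (1) numbered 2 with DESeq2, 0 in the model with 3 groups and 0 to 1 with 1 library left out. None of the 8 listed glycogen and trehalose genes was called under any alternative. Sign changes occurred only in genes that were not called: *glgP* Minf_0255 (-0.025) was 0.057 by library total only, 0.081 in each limma run and -0.223 to 0.186 with 1 library left out, *glgB* (-0.082) was 0.011 by library total only and 0.006 in each limma run, and the range with 1 library left out was -0.21 to 0.677 for *nuoB*, -0.014 to 0.424 for *glgX*, -0.16 to 0.691 for *pqqB* and -0.691 to 0.114 for *dnaK*. Without the O_2_-limited NH_4_+ library both comparisons reduce to the same 2 libraries against 2. Apart from that and from the contrasts of the model with 3 groups, the cause of these shifts was not tested. No paired analysis was made, because the library codes name no pairs and only the O_2_-limited NH_4_+ library was matched to an H_2_ supply. Depth limits genes near 10 counts.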

Differences from the paper's values

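At the paper's thresholds, 22 genes were higher and 15 lower under O_2_ limitation; the paper's values are 36 and 36. For higher genes, the likelihood ratio test (42), DESeq2 (54), library total only (27), limma on FPKM (28, 28 and 24) and the test without RTK171120716 (34) come within 1.5 times of the paper's value. The exact test (66), the model with 3 groups (13), RLE, upper-quartile and reduced library sizes (22 each), no filter (23), at least 50 counts (21), filterByExpr (22), the false discovery rate alone (22) and the tests without RTK171060317 (12), RTK171121216 (11), RTK171270616 (21) or RTK171100816 (75) do not. For lower genes, the exact test (25), the likelihood ratio test (29) and DESeq2 (49) do, and the other alternatives, which gave 2 to 19, do not.

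Under N_2_ fixation 3 genes were lower, and the paper's value is 13. DESeq2 (13) reaches the paper's value, and the exact test (18) and the test without RTK171100816 (15) come within 1.5 times of it; the likelihood ratio test (8) and the other alternatives (0 to 3) do not. For higher genes, 55 passed at a false discovery rate under 0.05 and 50 at the paper's stricter 0.02, chosen after the data were examined, against the paper's 66. The exact and likelihood ratio tests, at 0.05, each gave 66.

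The *pmoCAB1* mean was 9.80, equal to the value in the paper's text at its precision, while Fig. 2C prints about 8.0, read by eye. None of the alternatives comes within the spread between libraries of the latter.

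The paper gives the rise of the group 1d hydrogenase genes and the fall of the *moxY*-like gene as fold values; its series of 3.5, 3.6 and 2.9 for the hydrogenase matches the log_2_FC here (3.54, 3.63 and 2.88), not the linear folds (11.6, 12.4 and 7.36), and Minf_1320 and Minf_1321 were identified in part by that match. For Minf_1448, the paper's 1.78 likewise stands beside a fall of 1.76 on the log_2_ scale, or 3.4-fold, but the fall was 1.21 without library RTK171120716 and 2.18 without RTK171270616, and both differ from 1.78 by more than the standard error of 0.30. The paper reports that fall as significant. Here it missed the thresholds, and was called by the exact test, the likelihood ratio test, DESeq2, without a filter on low counts and without RTK171270616. For the group 1d hydrogenase genes, the paper gives a maximum of 3105 FPKM, while the highest level in a library here was 2190 FPKM. The cause of that gap was not tested.

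The paper states that genes of hydrogenase maturation and nickel handling rose. Of 5 maturation genes with a symbol, *hypB* was called and 4 were not; DESeq2 called 2. It also states that no gene other than the *moxY*-like gene changed in methane oxidation beyond the *pmo* genes, carbon assimilation and respiration. Of the genes listed for these pathways, 1 was called here, *cyoE* (2.26). It encodes heme O synthase and not an oxidase subunit, and no oxidase subunit was listed, so it does not bear directly on the paper's statement. DESeq2 also called *pqqC*, *pqqD* and *fdhF* under O_2_ limitation and 1 Calvin-Benson-Bassham gene under N_2_ fixation.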

Other observations

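Of 50 ribosomal protein genes, none was called in either comparison by edgeR's quasi-likelihood test, the exact test, the likelihood ratio test, DESeq2 or limma on FPKM, and none had an unadjusted p under 0.05. Their median log_2_FC was -0.06 for O_2_ and -0.04 for nitrogen. Likewise, none of 6 chaperone genes was called by these tests or had an unadjusted p under 0.05. The same held for the 3 tested oxidative stress genes. Those were only *trxA* (Minf_0188 and Minf_1141) and *trxB* (Minf_1043), so other genes of the oxidative stress response were not covered. It also held for 6 genes of molybdenum uptake and iron-sulfur assembly. Within the last list, the cluster assembly genes *sufC* (Minf_2467) and *sufB* (Minf_2468) were at 397.2 and 216.2 FPKM in the O_2_-limited NH_4_+ library and at 892.5 and 583.8 FPKM or more in each of the others. They were picked after these values were seen, and the difference rests on that single library. Of 40 tested rRNA and tRNA genes none was called by these tests, with 4 at an unadjusted p under 0.05 for O_2_ and 3 for nitrogen, and of 2 tested CRISPR genes none was called, with 1 and 0. rRNA and tRNA genes held 0.294% to 0.404% of the counts.

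Within the block from Minf_2315 to Minf_2340, 17 of 21 genes were called higher under N_2_ fixation. Of these, 4 carry symbols of purine and ureide breakdown and were picked after their values were seen. In the same block *allB* (Minf_2322), the allantoinase gene, had a log_2_FC of 2.04 and was not called. The xanthine dehydrogenase gene *xdhB* (Minf_2317) had a log_2_FC of 3.81 (standard error 0.56, adjusted p = 0.0158 from edgeR's quasi-likelihood test), and *xdhC* (Minf_2318), its accessory protein, 3.64 (standard error 0.19). For *uraH* (Minf_2336), which encodes hydroxyisourate hydrolase, it was 2.58, and for *allE* (Minf_2339), which encodes ureidoglycine aminohydrolase, 4.19. *xdhC* was at 167.1 and 143.8 FPKM in the N_2_-fixing libraries and 11.0 to 12.8 FPKM in the others. Enrichment of this group was not tested.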
